A study of Xenopus tropicalis with 12 samples. Its data were reported in "The histone H4K20 methyltransferase SUV4-20H1/KMT5B is required for multiciliated cell differentiation in Xenopus" (2023).

How the data were processed

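RNA was measured in animal caps of the frog Xenopus tropicalis. An animal cap is an explant of the prospective ectoderm that is taken from an early embryo and develops in culture into a mucociliary epidermis. All 12 libraries came from explants at Nieuwkoop and Faber stage 16, with 3 replicates in each of 4 groups. The CoMo group received a control morpholino, an antisense oligonucleotide with no intended target, and the LacZ group received mRNA of the bacterial enzyme beta-galactosidase. The hPhf8 group received mRNA of human PHF8, a histone demethylase that acts on monomethylated histone H4 lysine 20. The hRescue group received the same human PHF8 mRNA together with morpholinos against both SUV4-20H methyltransferases, which convert that monomethyl mark to higher methylation states. Groups and replicate numbers were taken from the sample titles. A group that received the SUV4-20H morpholinos without PHF8 mRNA was not analysed here.

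The authors deposited raw read counts per gene, 1 file per library. The study's methods state that ribosomal RNA was removed with either a Ribo-Zero Gold or a NEBNext kit, without naming the libraries of each. According to these methods, paired-end reads of the depleted, directional libraries were aligned to the X. tropicalis genome from Xenbase with STAR. It counted the read pairs over Xenbase gene models in the same run. No normalisation was applied to these counts, and replicates were not pooled. Each file gives the counts without regard to strand and for both strand settings. The counts on the reverse strand setting were higher than those on the other setting in every library, so the reverse setting was taken as sense and the other as antisense. Sense counts were used for all gene tests. The files also give STAR's 4 totals of unmapped, multimapping, unassigned and ambiguous read pairs.

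The files hold 34177 gene IDs, which are running numbers, and 1 further entry that collects the counts of all features without a gene ID. That entry is not a gene and was left out of the gene tests, a choice made after the data were examined. The files do not pair the IDs with gene names, and names from the study's other material were not used. A RefSeq gene table for the species was compared with the IDs, and 1 ID equalled a synonym in it, which was not used because a running number can equal a synonym by accident. Tests of a list of motile cilium genes, of the genes targeted by the morpholinos, of phf8 and of other genes fixed by name had been planned and were not run for this reason. Gene length and GC content were not used here either, so biases from them were not examined. Genes that share reads with a near-identical copy could not be told apart from others by their IDs. STAR counts only read pairs that map to 1 place, so the counts of such genes are uncertain, as are those of genes that overlap on the same strand.

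Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using quasi-likelihood fits (glmQLFit and glmQLFTest), TMM normalisation and Benjamini-Hochberg adjustment, all two-sided. Each of the 5 comparisons was fitted on its own 6 libraries without a covariate, after the study's methods, which compared pairs of conditions with DESeq2. Genes with at least 1 read in at least 75% of the libraries compared, that is in 5 of 6, were kept. A gene was called at an adjusted p-value under 0.05. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values, edgeR's counts scaled by library size, used TMM factors over all 12 libraries. Sample similarity was computed over 14587 genes with a mean of at least 10 counts, on log2 CPM with a prior count of 2. Shares of read pairs were compared with exact permutation tests, two-sided, adjusted over 40 tests. With 3 libraries against 3 the smallest exact p-value is 0.1.

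Gene IDs to be named were chosen by a rule written before the data were examined. For hRescue against hPhf8, these were the 2 IDs higher and the 2 IDs lower with the largest absolute log2 fold change among called genes with a mean of at least 100 counts and CPM values that did not overlap between the groups. An overlap of 0 between groups of 3 and 3 arises by chance for 10% of genes.

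The replicate numbers in the titles run from 1 to 3 in every group, and the pairing of libraries across groups was taken from them. A fit with the replicate number as a block was therefore made for each comparison. Whether same-numbered libraries deviated together was measured as the correlation across genes of their deviations from the group means. The other alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, library size without TMM, removal of the 10 most abundant genes, 3 other filters on low counts, unstranded counts, 1 fit over all 12 libraries, and each library left out in turn. The alternatives were listed before the data were examined, except those named below as chosen later.

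The gene test was tested on simulated data, with counts drawn for the real genes at the real library sizes. The dispersion was 0.05, and 200 genes were changed by a log2 fold change of 2. The changed genes were taken only from those above a minimum mean CPM, so recovery of genes with low counts was not measured. The simulated dispersion was below the 0.140 estimated for hRescue against hPhf8 and the 0.0990 for LacZ against CoMo, so the simulation does not measure recovery at the real spread. For hRescue against hPhf8, with 15563 genes simulated, edgeR recovered 100% of the changed genes in the right direction, and 4.31% of its calls were unchanged genes. For LacZ against CoMo, with 17622 genes, it recovered 100%, and 5.21% of its calls were unchanged genes. The corresponding shares for DESeq2 were 5.66% and 9.09%. Counts of libraries in the same group differed by far more than sampling noise, with a chi-square per degree of freedom between 13.3 and 113.4, so no library was treated as a repeat of another.

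Total sense counts over genes, rounded to 6 digits, ranged from 2204210 in hPhf8 replicate 2 to 35584500 in LacZ replicate 2. The smallest level that a library can show was taken as 3 counts, which is 1.36 CPM in hPhf8 replicate 2 and 0.0843 CPM in LacZ replicate 2. These floors were scaled by the total sense counts without TMM factors, so their scale differs from that of the other CPM values. Intervals of shares in single libraries are 95% Wilson intervals from SciPy 1.17.1. Intervals and floors cover counting error only, since read pairs copied by PCR are not independent molecules. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.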

Results

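Transcripts of animal caps were counted in 12 libraries, 3 each from explants injected with control morpholino (CoMo), LacZ mRNA, human PHF8 mRNA (hPhf8) or human PHF8 mRNA together with the SUV4-20H morpholinos (hRescue). The CoMo libraries held 16972500, 16687000 and 20975800 sense counts over genes in replicates 1 to 3, rounded to 6 digits. The LacZ libraries held 19950100, 35584500 and 14361900. The hPhf8 libraries held 14485000, 2204210 and 10424700, and the hRescue libraries 7444630, 5317510 and 5258670. The number of genes with at least 1 count was 12575 in hPhf8 replicate 2 and lay between 18617 and 21185 in the other libraries.

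The shares of read pairs in each mapping category were compared first, as a check on the libraries. Genes with an ID took 42.8% ± 2.3 (SD, n = 3) of the read pairs in CoMo, 44.01% ± 1.64 (SD, n = 3) in LacZ, 31.6% ± 19.7 (SD, n = 3) in hPhf8 and 25.3% ± 2.4 (SD, n = 3) in hRescue. The spread in hPhf8 came from replicate 2, where the share was 8.87% (Wilson 95% interval 8.86 to 8.88) against 44.6% and 41.3% in replicates 1 and 3. In that library 31.1% of read pairs were unmapped (Wilson 95% interval 31.1 to 31.1), and 36.04% mapped to several places (Wilson 95% interval 36.02 to 36.06). Unmapped pairs made up 8.31% ± 0.89 (SD, n = 3) in CoMo, 8.05% ± 0.46 (SD, n = 3) in LacZ and 9.20% ± 1.63 (SD, n = 3) in hRescue. The multimapping share was 7.49% ± 0.62 (SD, n = 3) in CoMo, 6.96% ± 0.54 (SD, n = 3) in LacZ and 10.6% ± 2.7 (SD, n = 3) in hRescue. Pairs outside annotated features made up 25.9% ± 0.5 (SD, n = 3) in CoMo, 27.8% ± 2.1 (SD, n = 3) in LacZ, 24.4% ± 2.4 (SD, n = 3) in hPhf8 and 21.2% ± 3.8 (SD, n = 3) in hRescue. Ambiguous pairs made up 0.353% ± 0.017 (SD, n = 3) in CoMo, 0.358% ± 0.012 (SD, n = 3) in LacZ, 0.270% ± 0.145 (SD, n = 3) in hPhf8 and 0.205% ± 0.021 (SD, n = 3) in hRescue, where every library lay below every CoMo library (exact permutation p = 0.1, 0.667 after adjustment). With unstranded counts the ambiguous share was 0.945% in CoMo and 1.009% in LacZ.

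The features without a gene ID separated hRescue from the other groups. Of all counts over features, they held 25.99% ± 5.12 (SD, n = 3) in CoMo, 22.5% ± 5.1 (SD, n = 3) in LacZ, 22.8% ± 3.0 (SD, n = 3) in hPhf8 and 57% ± 3.5 (SD, n = 3) in hRescue. The difference between hRescue and CoMo was 31.0 percentage points, with every hRescue library above every CoMo library. Its exact permutation p-value was 0.1, the smallest that 3 libraries against 3 allow, and 0.667 after adjustment over the 40 tests of shares. None of the 40 tests could pass 0.05. The 10 most abundant genes of each library held 8.31% ± 0.40 (SD, n = 3) of gene counts in CoMo, 8.94% ± 0.34 (SD, n = 3) in LacZ, 10.6% ± 4.2 (SD, n = 3) in hPhf8 and 8.41% ± 1.04 (SD, n = 3) in hRescue.

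**Figure D1:**
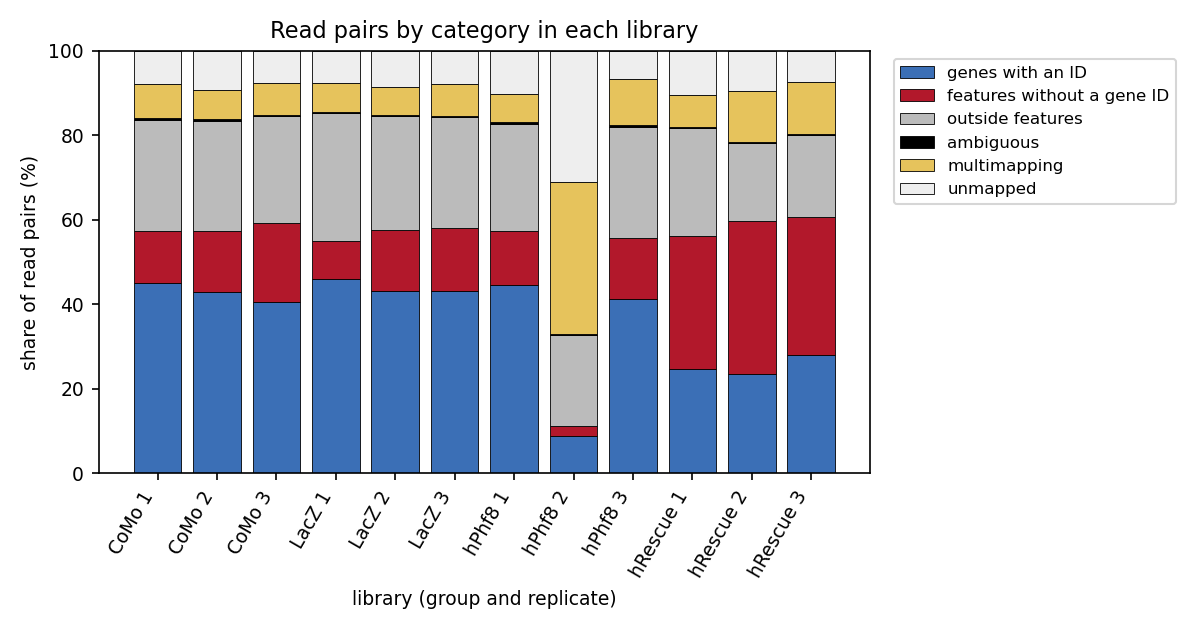
Stacked bars give the share of read pairs (%, y axis) in each of 6 mapping categories for each of the 12 libraries (x axis, group and replicate). Genes with an ID hold 8.87% in hPhf8 replicate 2, and features without a gene ID take a larger share in the 3 hRescue libraries than in any other library.

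The similarity of whole transcriptomes was then examined. Over 14587 genes, Spearman correlations among the 6 CoMo and LacZ libraries ranged from 0.955 to 0.989. These are correlations across genes, which are not independent replicates. The hPhf8 replicates 1 and 3 correlated with the CoMo and LacZ libraries at 0.958 to 0.983, within the range of the controls among themselves. The correlations of hPhf8 replicate 2 with the CoMo and LacZ libraries were 0.880 to 0.914, and with the other hPhf8 replicates 0.890 and 0.904. The hRescue libraries correlated with each other at 0.965 to 0.970, and with CoMo and LacZ at 0.816 to 0.910. The first principal component held 41.9% of the variance and placed hRescue and hPhf8 replicate 2 at opposite ends, and the second held 33.96% and set hPhf8 replicate 2 apart.

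**Figure D2:**
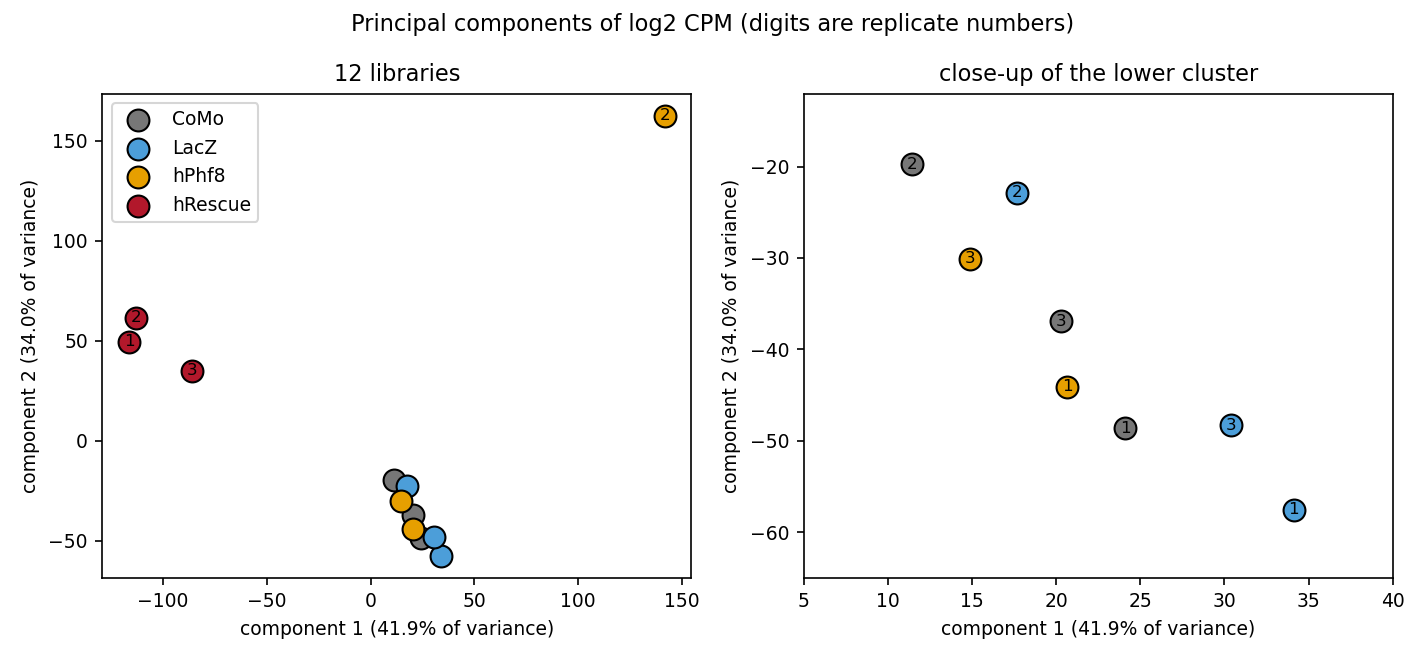
Points are the 12 libraries on the first (x axis, 41.9% of the variance) and second (y axis, 33.96%) principal components of log2 CPM, coloured by group, with a close-up of the lower cluster on the right. The CoMo and LacZ libraries and hPhf8 replicates 1 and 3 lie together, the 3 hRescue libraries lie to the left, and hPhf8 replicate 2 lies alone at the upper right.

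The comparison of LacZ with CoMo asked whether a foreign mRNA changed expression relative to a control morpholino. Of 17988 genes tested with edgeR, 0 had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.999. At an unadjusted p-value under 0.05 there were 615 genes, or 3.42% of those tested. Same-numbered libraries of the 2 groups deviated together, with a mean correlation of 0.61 (range 0.42 to 0.73). With the replicate number as a block, 0 genes were called, with a smallest edgeR adjusted p-value of 0.0805. The number of genes at an unadjusted p-value under 0.05 rose from 615 to 2110. The fit without the block counts the shared deviation as noise, so its few small p-values do not show that the groups were alike. No alternative listed for this comparison gave a called gene.

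The comparison of hPhf8 with CoMo asked what PHF8 mRNA alone did. Of 16843 genes tested with edgeR, 0 were called, with a smallest adjusted p-value of 0.969, and 548 genes (3.25%) had an unadjusted p-value under 0.05. The same-numbered libraries had a mean correlation of deviations of 0.16, or 0.35 (range 0.23 to 0.47) without hPhf8 replicate 2. With the replicate block 0 genes were called, with a smallest edgeR adjusted p-value of 0.433, and 1139 had an unadjusted p-value under 0.05. Without hPhf8 replicate 2 the count of called genes was also 0, with 820 at an unadjusted p-value under 0.05. With the block and no hPhf8 replicate 2, an alternative chosen after the data were examined, 3322 genes were called, but the same kind of fit on the numbers 1 and 3 of LacZ and CoMo called 3562.

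Against LacZ, the control matched for the injection of an mRNA, 0 of 16845 genes were called for hPhf8 with edgeR. The smallest adjusted p-value was 0.781, and 1026 genes (6.09%) had an unadjusted p-value under 0.05. The mean correlation of deviations of same-numbered libraries was 0.16, or 0.23 (range -0.05 to 0.51) without hPhf8 replicate 2. The replicate block gave 0 called genes, with a smallest edgeR adjusted p-value of 0.196, and 1707 at an unadjusted p-value under 0.05. DESeq2 called 64 genes, 29 higher and 35 lower in hPhf8. With the block and no hPhf8 replicate 2, chosen after the data were examined, 2624 genes were called, fewer than the 3562 of the fit on the numbers 1 and 3 of LacZ and CoMo.

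By design, the groups hRescue and hPhf8 both received PHF8 mRNA and differed by the SUV4-20H morpholinos. Their libraries differed as well, with 57% of feature counts outside gene IDs in hRescue and 22.8% in hPhf8. A difference in library preparation was not tested as a source of the calls in either comparison of hRescue. Of 15783 genes tested with edgeR, 3224 (20.4%) had an adjusted p-value under 0.05, of which 1446 were higher and 1778 lower in hRescue. The median absolute log2 fold change of the called genes was 1.70, and 2659 of them changed at least 2-fold. Scaling by library size alone changed the majority direction, with 1729 higher and 1573 lower. So did DESeq2 size factors in edgeR, with 1751 and 1674, and DESeq2, with 2299 and 2175. In the other alternatives listed beforehand more of the called genes were lower. Fits that each left out 1 library called from 1576 genes, without hRescue replicate 1, to 5186 genes, without hPhf8 replicate 2, of which 2219 were higher and 2967 lower. Of the 3224 genes called with all 6 libraries, 3172 were also called without that replicate.

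Among called genes, gene23844 and gene30933 rose most by the rule for naming. The files do not pair these IDs with gene names or positions. The CPM of gene23844 was 84.8 ± 28.6 (SD, n = 3) in hRescue, 0.557 ± 0.525 (SD, n = 3) in hPhf8 and 0.896 ± 0.450 (SD, n = 3) in CoMo. Its log2 fold change over hPhf8 was 6.84 (SE 0.51), with an edgeR adjusted p-value of 0.000212. For gene30933 the CPM was 77.1 ± 23.4 (SD, n = 3) in hRescue, 0.527 ± 0.521 (SD, n = 3) in hPhf8 and 0.964 ± 0.299 (SD, n = 3) in CoMo, and the log2 fold change was 6.78 (SE 0.51), with an edgeR adjusted p-value of 0.000212. Both IDs had 0 counts in hPhf8 replicate 2, where 3 counts correspond to 1.36 CPM when scaled without TMM factors.

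The same rule gave gene17093 and gene28188 as the IDs that fell most, and the size of both falls rested on hPhf8 replicate 2. The CPM of gene17093 was 1.95, 699 and 2.51 in hPhf8 replicates 1 to 3, and 0.873 ± 0.106 (SD, n = 3) in hRescue. Its log2 fold change was -7.79 (SE 2.24), with an edgeR adjusted p-value of 0.0368, and without hPhf8 replicate 2 it was -1.33, with an adjusted p-value of 0.0971. Over all alternatives its adjusted p-value ranged from 7.09e-05 to 0.228. The CPM of gene28188 was 7.58, 609 and 5.10 in hPhf8 replicates 1 to 3, and 2.45 ± 0.77 (SD, n = 3) in hRescue. Its log2 fold change was -6.14 (SE 1.72), with an edgeR adjusted p-value of 0.0331, and without hPhf8 replicate 2 it was -1.36, with an adjusted p-value of 0.0395. Over all alternatives its adjusted p-value ranged from 5.66e-05 to 0.135. Against CoMo, where gene28188 stood at 10.8 ± 2.2 CPM (SD, n = 3), it was lower in hRescue by a log2 fold change of -2.14 (SE 0.34), with an edgeR adjusted p-value of 0.0012. For gene17093 the log2 fold change of hRescue against CoMo was -1.37 (SE 0.64) and was not called, with an edgeR adjusted p-value of 0.127.

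**Figure D3:**
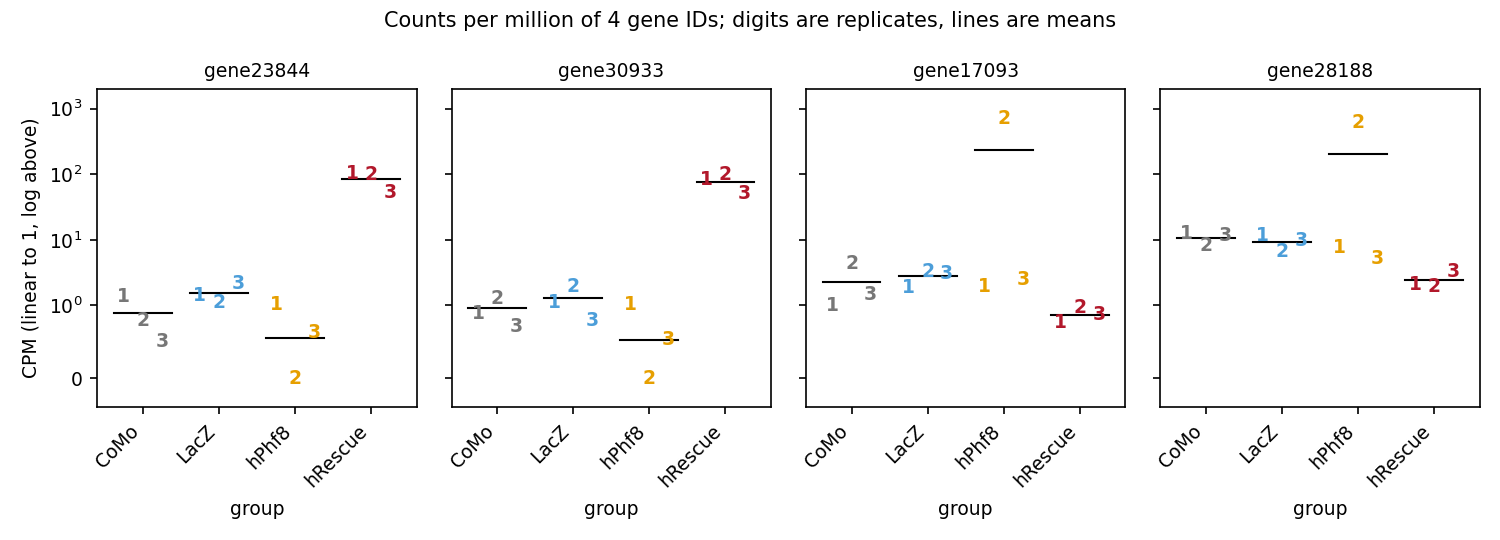
Digits give the CPM (y axis, linear up to 1 and logarithmic above) of 4 gene IDs in each replicate of the 4 groups (x axis), and lines give group means. In gene17093 and gene28188 the mean of hPhf8 is set by replicate 2, at 699 and 609 CPM, while in gene23844 and gene30933 all 3 hRescue libraries lie above all others.

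The comparison of hRescue with CoMo asked how far the combined injection left the explants from control. Of 17099 genes tested with edgeR, 5718 (33.4%) were called, 2513 higher and 3205 lower in hRescue, and 4107 changed at least 2-fold. The median absolute log2 fold change of the called genes was 1.49. Same-numbered libraries had a mean correlation of deviations of 0.28, and with the replicate block 6214 genes were called, 2719 higher and 3495 lower, of which 5593 were also called without it. Scaling by library size alone changed the majority direction, with 3288 higher and 2308 lower among 5596 called genes.

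**Figure D4:**
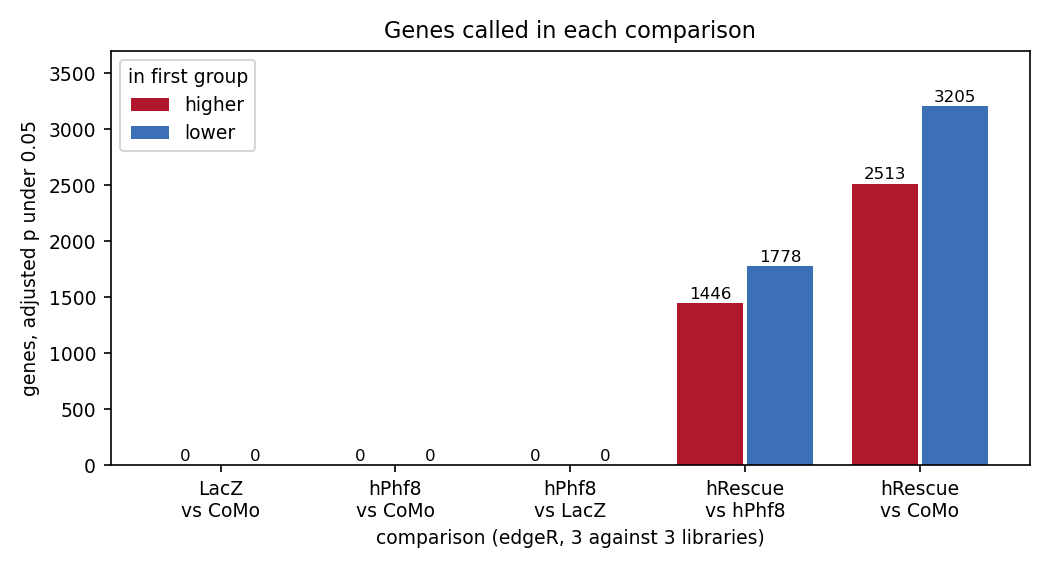
Bars give the number of genes with an edgeR adjusted p-value under 0.05 (y axis) that were higher or lower in the first group of each of the 5 comparisons (x axis). The comparisons among CoMo, LacZ and hPhf8 have 0 called genes, and hRescue has 1446 higher and 1778 lower against hPhf8 and 2513 higher and 3205 lower against CoMo.

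The choice of control was examined by the overlap of the called genes. Of the 3224 genes called against hPhf8, 2916 (90.4%) were also called against CoMo in the same direction, 1236 higher and 1680 lower. Against CoMo 5718 genes were called, so many of those were not called against hPhf8. Without hPhf8 replicate 2, chosen after seeing the data, 5186 genes were called against hPhf8. Of these, 4304 (83.0%) were shared with CoMo in the same direction. With all libraries, the number called in opposite directions was 0. Both comparisons share the hRescue libraries, so no p-value was computed for the overlap.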

Values the study reported

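For the hPHF8 rescue condition relative to hPHF8 alone, the study gave 2,384 genes as significantly higher and 2,167 genes as significantly lower.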

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

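All tests in this part were chosen only after the result was seen, except those of depth in hPhf8 replicate 2, of depth for the antisense share of hRescue and of few starting molecules.

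The counts of features without a gene ID, which the gene tests do not use, were higher in hRescue than in the controls. Their mean share of feature counts was 57% in hRescue (range 53.9% to 60.9%), against 16.6% to 31.6% in the CoMo and LacZ libraries. Low depth was weighed with hPhf8 replicate 2, the library with the fewest gene counts, whose share was 20.0% (Wilson 95% interval 20.0 to 20.0). Depth alone therefore did not go with a high share. Genomic DNA would give counts on both strands. The antisense percentage of this entry reached 0.133% at most in hRescue, against 0.132% to 0.204% in CoMo and LacZ. Poorer removal of repeated or ribosomal RNA might raise the multimapping share as well. It was 7.55% in the lowest hRescue library, below the highest control library at 8.15%, and 12.3% in the highest. Because the features behind this entry are not named, a change in RNA left after depletion remains a candidate explanation, and the pattern cannot be told apart from it. A rise of the features themselves with the SUV4-20H morpholinos and PHF8 mRNA is a hypothesis that these data do not separate from it.

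The share of antisense counts among all gene counts, also outside the gene tests, was above every CoMo and LacZ library in all 3 hRescue libraries. It was 3.98% ± 0.15 (SD, n = 3) in hRescue, 2.69% ± 0.26 (SD, n = 3) in CoMo and 2.54% ± 0.21 (SD, n = 3) in LacZ. Fewer sense counts of genes would raise this share without more antisense counts. In percent of read pairs the antisense counts were 0.963% to 1.12% in hRescue, and 1.03% to 1.34% in CoMo and LacZ, so fewer sense counts account for the share on this base. With the entry without gene IDs taken out of the read pairs, they were 1.51% to 1.66% in hRescue and at most 1.53% in CoMo and LacZ. If genomic DNA were the source, more read pairs would fall outside features. Their share of read pairs was 18.6% to 25.5% in hRescue, and 25.3% to 30.2% in CoMo and LacZ. Set against gene counts, genomic DNA was not ruled out, since the ratio was 0.695 to 1.039 in hRescue and at most 0.658 in CoMo and LacZ, and fewer sense counts raise this ratio as well. Without the 10 genes with the most antisense counts, the share was 2.22% to 3.42% in hRescue and at most 1.63% in CoMo and LacZ, so a few genes did not account for it. The CoMo and LacZ libraries thinned to the mean hRescue depth reached 2.89% at most, although thinning cannot move an expected share and so does not settle a role of depth. The pattern cannot be told apart from fewer sense counts, from genomic DNA or from a difference linked to depth.

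In hPhf8 replicate 2 the antisense share was 23.5% (Wilson 95% interval 23.5 to 23.6), against at most 4.15% in any other library. The 10 genes with the most antisense counts held 92.4% of them (Wilson 95% interval 92.3 to 92.4), whereas reads without strand information such as genomic DNA would be spread over many genes. Without these genes 3.39% of the excess over the CoMo and LacZ mean was left, so a few genes account for most of it. In hPhf8 replicate 3 the antisense share was 3.62%, also above every control, and 7.43% of its excess was left without its 10 leading genes. A single ID, gene10137, chosen after its values were seen, held 90.2% of the antisense counts in replicate 2 and 34.7% in replicate 3. A candidate explanation is repeated RNA such as ribosomal RNA left in the libraries, since the share of read pairs in this ID rose with the multimapping share. Over the 12 libraries Pearson's r was 0.976 (permutation p = 0.0043, adjusted 0.0288) and Spearman's rho 0.741 (permutation p = 0.0072, adjusted 0.0288), with adjustment after Benjamini-Hochberg over the 8 relations computed. Without the 2 libraries farthest from the median, hPhf8 replicates 2 and 3, r was 0.518 (permutation p = 0.12, adjusted 0.12) and rho 0.636 (permutation p = 0.055, adjusted 0.0651), so the pooled relation rests on those libraries. Within the 6 CoMo and LacZ libraries r was 0.954 (exact permutation p = 0.011, adjusted 0.0293) and rho 0.886 (exact permutation p = 0.033, adjusted 0.0528). The RNA was not named here, so this remains open, and no biological explanation was tested.

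The same library stood apart in its gene counts. Low depth was tested by thinning hPhf8 replicates 1 and 3 to its total, after which they still detected 16158 and 16453 genes, against 12575 in replicate 2. A mislabelled hRescue sample would resemble hRescue, but its mean Spearman correlation was 0.826 with hRescue and 0.895 with CoMo and LacZ. Reads from another source or repeated RNA would raise the unmapped and the multimapping share, and these were 31.1% and 36.04%, against at most 10.6% and 12.3% in the other libraries, so this explanation remains for the mapping shares. Few starting molecules copied many times was tested on 1809 genes with an expected count of 2 to 5. Of these, 64.2% were at 0 in replicate 2 and at most 9.45% in the thinned libraries. Their mean count was 1.47 times that expected, above the range set before the test, so the test as set did not show copying of few molecules. A few genes with many copies can raise a mean, so this does not argue against such copying, and the zeros by themselves go with it. Unmapped and multimapping pairs lie outside the gene counts, so reads of that kind do not account for the genes missing at an equal total. The source of the differences in gene counts was left open.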

How the results depend on the processing

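For LacZ against CoMo all 17 alternatives, 1 of them chosen after seeing the data, gave 0 called genes, with 303 to 2110 genes at an unadjusted p-value under 0.05. For hPhf8 against CoMo the 16 alternatives listed before the data were examined gave 0. Of the 3 chosen after seeing the data, the entry without gene IDs counted as a gene gave 0. The others gave 3322 with the replicate block and no hPhf8 replicate 2, and 28 when hPhf8 replicate 3 was also given the number 2. For hPhf8 against LacZ these 2 fits gave 2624 and 128 called genes, and DESeq2 gave 64. The other 15 alternatives listed beforehand gave 0, as did the entry without gene IDs counted as a gene. With DESeq2 size factors in edgeR the count was 0, so scaling alone did not give the DESeq2 calls. The block fits are examined under the other observations.

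For hRescue against hPhf8 the 10 alternatives listed beforehand that kept all libraries gave 2825 to 4744 called genes. The 6 fits that each left out 1 library gave from 1576 to 5186, the highest without hPhf8 replicate 2 and the lowest without hRescue replicate 1. Without hPhf8 replicate 2, DESeq2 gave 5490 genes, and the block with hPhf8 replicate 3 given number 2 gave 5284, both chosen after seeing the data. The cause was not tested beyond the removal of that library. The replicate block alone gave 2825 genes, 2663 of them called without it, and the correlation of deviations of same-numbered libraries was 0.07. For hRescue against CoMo all 18 alternatives stayed within 1.5 times the count, from 4020 to 6115 in the 6 fits that each left out 1 library and from 4627 to 6372 in the others listed beforehand. With every library thinned to the shallowest total, also chosen later, the counts were 2805 against hPhf8 and 5066 against CoMo. The genes shared between both comparisons numbered 3746 with DESeq2, 3660 in the fit over all libraries and 4304 without hPhf8 replicate 2, the last chosen after seeing the data.

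The balance of directions depended on the scaling. Against CoMo, the share of called genes that were higher in hRescue was 43.9% with TMM and 58.8% with library size only. The latter moved the median log2 fold change of all genes to 0.21. With DESeq2 the share was 48.1%, and with DESeq2 size factors in edgeR 48.6%, so the majority was not reversed by these. Against hPhf8, it was 44.9% with TMM, 52.4% with library size only, where that median was 0.14, and 51.4% with DESeq2. Library size only moved the median to -0.13 for LacZ against CoMo and to 0.13 for hPhf8 against LacZ. Counting the entry without gene IDs as a gene gave 54.6% higher against hPhf8 and 45.3% higher against CoMo.

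With unstranded counts, ambiguous pairs rose to 0.945% in CoMo, 1.009% in LacZ, 0.730% in hPhf8 and 0.587% in hRescue. Pairs outside features in CoMo were 25.3%, and the 10 most abundant genes held 7.85% in CoMo, 8.42% in LacZ and 16.4% in hPhf8. The other shares moved by less than their spread.

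The rises of gene23844 and gene30933 passed the threshold under all 20 alternatives, with adjusted p-values up to 0.00295 and 0.00297. The fall of gene17093 lost significance under 8 of 20 and that of gene28188 under 6 of 21, DESeq2 among them, which gave no adjusted p-value for either. None of the 4 IDs reversed. Under the filter of at least 10 counts in every sample 3 of the 4 IDs dropped out. The depth of hPhf8 replicate 2, 2204210 counts, limits calls of genes below 1.36 CPM, scaled without TMM factors, in that library. The planned tests of motile cilium genes, of targeted genes and of genes fixed by name were not run. The count files do not pair IDs with names, and names from the study's other material were not used.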

Other observations

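The tests of crossed replicate numbers and of a shared gradient, the simulation of the block and the fits on other pairs of replicate numbers were chosen only after the result was seen.

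Other splits of the 6 libraries of each comparison into 3 and 3 were fitted in the same way. For hRescue against hPhf8, 1 of the 10 splits, the real one, gave as many called genes, and the other splits gave 0. For hRescue against CoMo it was also 1 of the 10 splits. Among the 4 splits that part all same-numbered libraries, the real split was the 1 with as many genes in both comparisons. For LacZ against CoMo, hPhf8 against CoMo and hPhf8 against LacZ all 10 splits gave at least the 0 genes of the real one, which a count of 0 makes certain. With 10 splits, chance cannot be excluded at a share under 0.05. One split of the LacZ and CoMo libraries, which placed both libraries with the number 2 and CoMo replicate 3 on the same side, gave 1160 genes. It keeps the pairs with the numbers 1 and 2 together, unlike the real split.

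Differences in depth between hRescue and its comparators were tested by thinning every library to the shallowest total. Of the genes called then, 2805 against hPhf8 and 5066 against CoMo, 2639 and 4806 were also called at full depth. Most of the calls were made again in both, so a depth difference alone is unlikely to produce them.

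The edgeR count of genes higher in hRescue than in hPhf8 was 1446 here. That is lower than the value quoted from the study above. DESeq2, the test the study used, gave 2299 higher and 2175 lower genes on the same libraries.

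With the block, the numbers 1 and 3 of LacZ and CoMo gave 3562 called genes, as many as the 3322 for hPhf8 against CoMo and more than the 2624 for hPhf8 against LacZ with the block and no hPhf8 replicate 2. On the numbers 1 and 3 alone, hPhf8 against CoMo gave 3567 and hPhf8 against LacZ 2589. When labels were swapped within the number 3, these fits gave 0 and 3 called genes, and LacZ against CoMo gave 2. The swap raised the common dispersion from 0.0166 to 0.136 for hPhf8 against CoMo. On data simulated with a replicate effect and no changed gene, the block fit for hPhf8 against CoMo called 0 of 17650 genes. The simulated dispersion was 0.05, and at 0.01 it called 0 of 17648. Same-numbered libraries were drawn with equal expected shares from the kind of model that the fit assumes. The simulation therefore cannot show how the fit acts when replicates differ in other ways. Of the genes tested for LacZ against CoMo, 19.3% were called on the numbers 1 and 3, 0.544% on the numbers 1 and 2 and 0.0782% on the numbers 2 and 3, and all 3 numbers together gave 0. With 2 pairs a gene is called only when its difference agrees in both, so the swap cancels it by construction and gives no separate evidence. LacZ received mRNA and CoMo a morpholino, so the fit between these 2 controls is not one without any difference. Its calls leave the source of the calls for hPhf8 against LacZ open. They show that such a fit called as many genes without PHF8 mRNA, so the calls for hPhf8 were not assigned to it.

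In the principal components without hPhf8 replicate 2, hPhf8 replicate 3 lay near the control libraries with the number 2. Crossed replicate numbers would make its difference from hPhf8 replicate 1 follow the control difference between numbers 2 and 1. Over 9525 genes that correlation was 0.497, and 0.588 with the control difference between numbers 3 and 1. These 2 control differences correlated with each other at 0.715, so the test barely separates them. By overall correlation, hPhf8 replicate 3 was closer to the controls with the number 2, at a mean Spearman correlation of 0.979, than to those with the number 3, at 0.972. Crossed numbers were thus neither shown nor ruled out. A gradient shared by several libraries, such as developmental timing, is another candidate explanation. The difference between CoMo replicates 3 and 1 correlated at 0.730 with that between LacZ replicates 2 and 1, which share no library. Since same-numbered libraries deviate together, this correlation does not separate a gradient from a replicate 1 that differs from both others, so the question stays open.

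A direction shared by PHF8 mRNA alone and by the combined injection was examined with fold changes that share no library, hPhf8 against LacZ without hPhf8 replicate 2 and hRescue against CoMo. Across 9525 genes Pearson's r was 0.280 and Spearman's rho 0.285. Of the 10 splits of the 5 hPhf8 and LacZ libraries, 4 gave a correlation at least as large in size, the real one included, so a shared direction was not shown.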
